A study of Saccharomyces cerevisiae with 24 samples.

How the data were processed

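RNA of 24 yeast cultures, 3 for each of 8 groups, was extracted with hot phenol and made into standard Illumina libraries that a company sequenced, per the labels' protocols. The background strain was GA74-1A, per the labels. Each of the 7 deposited tables covers 2 groups and lists genes with several kinds of value. The read counts per gene are whole numbers, per the file headers and the values, and were used as deposited. The same tables give a signal that is the counts divided by 1 size factor per library, set separately in each table by the authors. They also hold FPKM values, and log2 fold changes with p-values and adjusted p-values of the authors' own comparison, per the file headers; none of these entered a test here. Neither the labels nor the file headers state the aligner, the counting tool, the strandedness, the genome build or the annotation. Without a stated strandedness, values of genes that overlap others are uncertain.

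Libraries that occur in several tables had identical counts (0 differences), and the tables were joined by gene identifier into 6814 genes, of which 6433 are in all 7 tables. Genes left out of 1 table were not set to 0. No table lists a gene with 0 counts in both of its first 2 libraries, a rule found from the values, and 128 of 128 genes outside the LGD vs WTD table whose counts other tables give had 0 in both. A fit with those genes was made as an alternative. Gene symbols were taken from the R64 gene table by locus tag for 5924 genes, 5915 of which had the same start and end there as in the deposited tables, whose coordinates are the ones given. 0 columns of per-sample values were left unmapped.

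Each pairwise comparison was fitted on the counts of its 6 libraries, and each interaction on the 12 libraries of 4 groups, with edgeR 4.0.16's quasi-likelihood F test (glmQLFit, glmQLFTest) in R 4.3.3. TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment with a threshold of 0.05 were used. Standard errors of log2 fold changes were derived from the F statistic. For levels, CPM used TMM-scaled library sizes, over the libraries of the comparison for named genes and over all 24 libraries for strain markers and list means. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2, two-sided, adjusted over 32 tests, with fry and an estimated correlation beside it. Members outside the tables, such as PSD2, were not analysed here. The tests were tried on simulated counts with 200 changed genes. Of these, 87.5% were recovered among 6137 genes for 3 libraries against 3, with 13 unchanged genes called, and 67% among 6233 genes for the interaction, with 5 unchanged genes called. Those simulated libraries were independent of one another.

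The genes named were fixed by rule before the data were examined. For LGD vs WTD these were the 5 largest rises and 5 largest falls, and for the other 9 pairwise comparisons 2 of each, among genes with an adjusted p under 0.05, a mean of at least 50 counts and no overlap between the groups on the CPM scale, a separation that 1 in 10 splits of 6 libraries gives by chance. For each interaction the 2 genes with the smallest p and a mean of at least 50 counts were named. PSD1, the markers, the list members with the smallest p and the called phospholipid synthesis genes were named always. Lists, comparisons, tests and alternatives were also set before the data were examined, except where an alternative is said to have been added later.

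Replicate numbers come from the labels, which do not say that a number marks a shared day or batch. As a check, the deviations of same-numbered libraries from their group means were correlated across genes. These correlations ran from -0.47 to 0.61 over 10 pairwise comparisons, and in 4 of them (LGC vs LGD, WTE vs WTD, LGL vs WTL and LGC vs WTC) all 3 numbers exceeded 0.1. As replicates 1 and 2 nearly coincide, the 3 correlations of a comparison carry little more than 1 contrast, that of replicate 3 with the other libraries. The fit with the replicate number as a block is given beside a result of those 4 comparisons where it moved the count by more than 1.5 times. It counts replicates 1 and 2 as separate blocks, and no simulation was made with it.

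Other alternatives were DESeq2's size factors, upper-quartile normalization, no filter, at least 10 counts in every library, DESeq2 1.42.0's Wald test, all 24 libraries in one fit, leaving out the 10 most abundant genes, an adjusted p under 0.01, a change of at least 2-fold, and leaving out each library in turn. Summing replicates 1 and 2 was added after the data were seen. To learn what the closeness of replicates 1 and 2 does to the counts of calls, libraries without any difference between groups were simulated. Each simulated group received 1 deviation shared by replicates 1 and 2 and another for replicate 3, drawn from the observed differences between replicate 3 and the mean of replicates 1 and 2 with random signs, and negative binomial noise as seen between replicates 1 and 2 (4.76% common spread). There were 100 such simulations for 3 libraries against 3, 40 for the interaction, and 15 per medium for the comparison across media. The 15 sets of deviations were the same in each medium, so results of different media are not independent of one another. The first set used the mean counts of LGD and WTD and served for all pairwise comparisons, and the second used those of the lyso-PE interaction and served for all 3 interactions. Both drew deviations from all 8 groups, although the spread differed between comparisons.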

Results

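RNA from 2 Saccharomyces cerevisiae strains was sequenced to compare transcript levels between a strain with working phosphatidylserine decarboxylase 1 (Psd1) and a strain with a mutant enzyme. Psd1 is the enzyme of the mitochondrial inner membrane that makes phosphatidylethanolamine (PE) and that matures by cutting itself at its LGS motif. Both strains lack the chromosomal PSD1 and PSD2 genes, per the labels, and carry an integrated Psd1 with a 3XFLAG tag (the control, WT) or with the LGS motif changed to AAA (the mutant, LG), which blocks the self-cleavage. Each strain was grown in plain YPD medium (D), in YPD with 2 mM ethanolamine (E), with 2 mM choline (C), or with 1% tergitol, a detergent, and 0.5 mM lyso-phosphatidylethanolamine (lyso-PE; L), and harvested at an OD600 of 0.5 to 0.7. Ethanolamine and lyso-PE are precursors from which yeast makes PE by routes that do not need Psd1, and choline feeds phosphatidylcholine synthesis. The 8 groups are named by strain and medium (LGD, LGE, LGL, LGC, WTD, WTE, WTL, WTC), each with 3 replicates, 24 libraries in all. Library totals ran from 16044470 to 20946936 counts over genes.

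The 3 replicates of a group were not equally spaced. In 8 of 8 groups replicates 1 and 2 were the closest pair, with Pearson correlations of log2 CPM (counts of a gene scaled to the library total) across genes from 0.990 to 0.994, against 0.951 to 0.988 for pairs with replicate 3. Genes are not independent replicates, so these correlations are descriptions. A chi-square of their counts, 1 per gene if only sampling noise separated them, was 2.65 to 19.5 per gene between replicates 1 and 2 and 85.9 to 313 in pairs with replicate 3. These values exceed counting noise in every pair, as separate libraries from one culture would too, so they do not show whether replicates 1 and 2 are separate cultures. They were counted as separate samples because the labels list them as such. Their closeness lowers the spread estimated from 3 libraries. The number of genes called in each comparison is therefore given with the number obtained when replicates 1 and 2 were summed into 1 library.

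**Figure D1:**
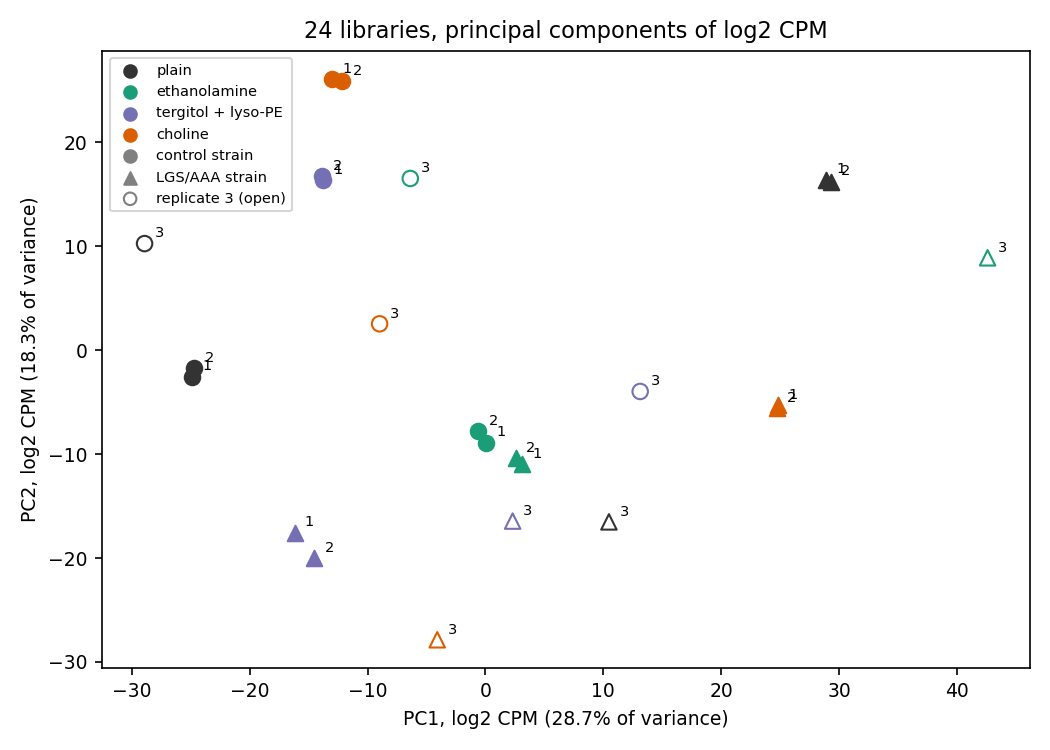
First 2 principal components of log2 CPM over 24 libraries, in units of the component scores, with PC1 holding 28.7% and PC2 18.3% of the variance; circles are the control strain, triangles the mutant, colours the media and open symbols replicate 3. In each of the 8 groups replicates 1 and 2 lie next to each other and replicate 3 lies apart.

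The altered gene was examined first. PSD1 (YNL169C, chromosome XIV, 316169-317671, protein-coding, with YNL170W overlapping on the opposite strand) was read in all 24 libraries, from 7934 to 16977 counts. In plain medium it had 549.9 ± 131 CPM in the mutant and 862 ± 26.8 CPM in the control (SD, n = 3). The quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment, quasi-likelihood test gave a log2 fold change of -0.67 ± 0.18 (SE) with an adjusted p of 0.0257. That call was lost in 5 of the 6 fits that each left out 1 library, where the adjusted p reached at most 0.0941 (without LGD replicate 2), and with replicates 1 and 2 summed (adjusted p 0.255). In ethanolamine the strains had 471 ± 91.7 and 599 ± 18.99 CPM, in lyso-PE 537 ± 91.6 and 633 ± 71.3 CPM, and in choline 594 ± 230.3 and 609.9 ± 23.9 CPM, none of which was called (adjusted p 0.410, 0.481 and 0.891). Gene counts do not show the change at the LGS motif, so they do not tell the alleles apart. PSD2 was not analysed here.

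Of the genes commonly used as strain markers, HIS3 (YOR202W, chromosome XV, 721946-722608, overlapped by YOR203W) had 77.3 ± 0.871 CPM in LGD and 212 ± 37.6 CPM in WTD, a log2 fold change of -1.48 ± 0.13 (adjusted p 0.00102). LEU2 (YCL018W, chromosome III, 91324-92418) had 816 ± 133 and 2158 ± 221 CPM, a log2 fold change of -1.43 ± 0.16 (adjusted p 0.00188), which was not called with replicates 1 and 2 summed (adjusted p 0.0726). TRP1 (YDR007W, chromosome IV, 461842-462516, with YDR008C overlapping on the opposite strand) changed by -0.27 ± 0.09 without a call (adjusted p 0.0604; without LGD replicate 3, 0.0241), and URA3 (YEL021W, chromosome V, 116167-116970) by -0.02 ± 0.08 (adjusted p 0.828). Which markers the strains carry is not stated in the labels.

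The comparison of LGD with WTD asked which transcripts differed between the strains without any supplement. Of 6168 genes tested with edgeR, 2270 had an adjusted p under 0.05, 1200 higher and 1070 lower in the mutant, and 660 of them changed at least 2-fold. Summing replicates 1 and 2 moved this count most and left 96 genes, all 96 among the 2270. Leaving out single libraries gave counts from 1086 (without WTD replicate 1) to 3596 (without LGD replicate 3). The largest rise by the rule fixed beforehand was that of PDR5 (YOR153W, chromosome XV, 619840-624375), an ABC transporter gene, with 3128 ± 933 against 227 ± 35.04 CPM (SD, n = 3) and a log2 fold change of 3.78 ± 0.28 (SE). Next came CIS1 (YLR346C, chromosome XII, 822287-822592) with 3.51 ± 0.33. They were followed by YBR200W-A (chromosome II, 622983-623147) with 3.37 ± 0.37, by YGR079W (chromosome VII, 640720-641832) with 3.34 ± 0.27 and the copper transporter gene CTR3 (YLR411W, chromosome XII, 947253-947978) with 3.11 ± 0.48. The largest falls were COX26 (YDR119W-A, chromosome IV, 691014-691214) with -3.60 ± 0.63 and STR3 (YGL184C, chromosome VII, 154615-156012) with -3.37 ± 0.24. They were followed by RTC2 (YBR147W, chromosome II, 536575-537465) with -3.11 ± 0.27, ADH5 (YBR145W, chromosome II, 533762-534817) with -2.99 ± 0.24 and HXT4 (YHR092C, chromosome VIII, 287081-288811) with -2.83 ± 0.41. Their adjusted p lay between 0.000802 and 0.00654. With replicates 1 and 2 summed, 7 of these 10 kept an adjusted p under 0.05, and CTR3, COX26 and HXT4 did not (0.0714, 0.0842 and 0.0714). HXT4 belongs to a family of similar hexose transporter genes, whose reads the counting can share among them, and its value is uncertain for that reason.

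**Figure D2:**
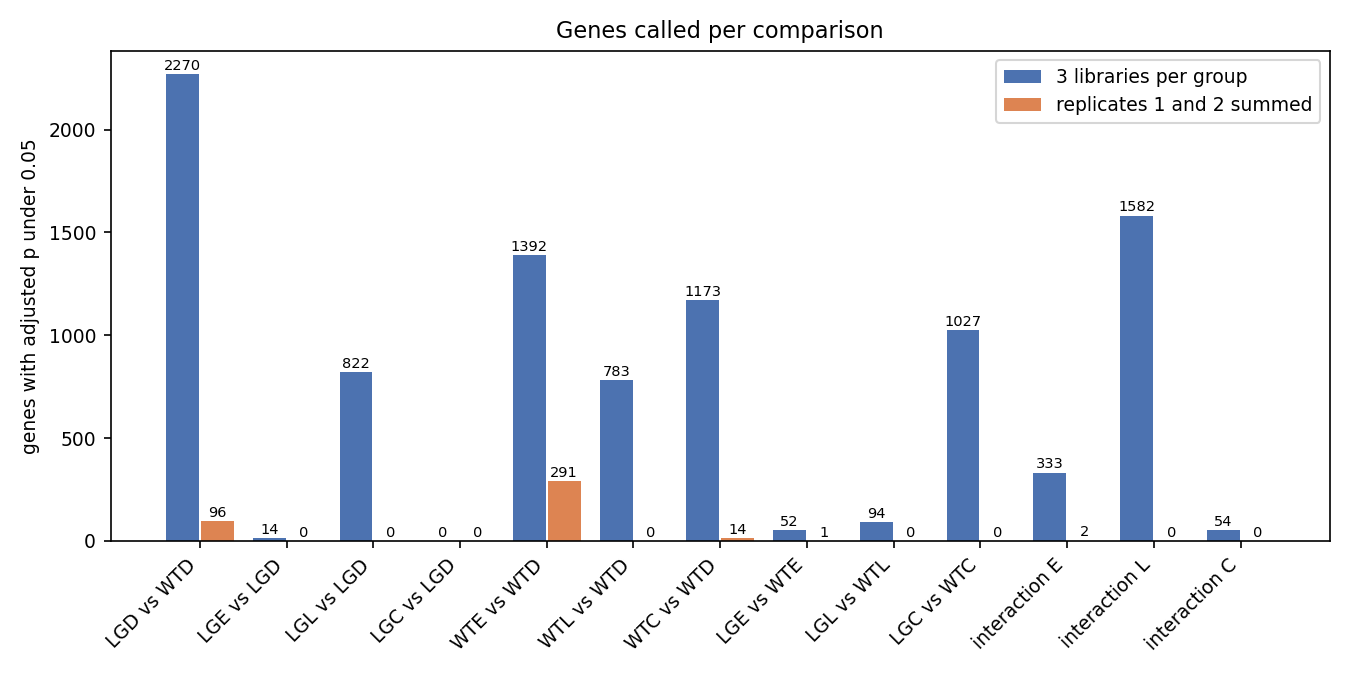
Number of genes with an adjusted p under 0.05 (vertical axis, from 0) in each of 13 comparisons, with 3 libraries per group (blue) and with replicates 1 and 2 summed (orange). The count for LGD vs WTD is 2270 and 96, and with summing the highest count is 291, for WTE vs WTD.

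In all, 8 gene lists fixed before the data were examined were tested as sets with limma's camera at a preset correlation of 0.01, in 32 tests over 4 comparisons adjusted together. Nuclear genes of oxidative phosphorylation were lower in LGD than in WTD, with a mean log2 fold change of -1.02 over 39 members and an adjusted p of 6.66e-15. Of these members 36 were called over all genes and 36 adjusted over the list alone. Genes of the pleiotropic drug response were higher, by 1.18 (adjusted p 6.70e-07), with 14 of 15 called over all genes and 15 adjusted over the list alone. ER chaperones and unfolded protein response genes were higher by 0.71 (adjusted p 1.44e-05), with 100% of the 18 members higher, 10 called over all genes and 13 adjusted over the list alone. Mitochondrial protein import genes rose by 0.32 (adjusted p 0.00171), with 6 of 37 called over all genes and 6 adjusted over the list alone. The iron regulon rose by 0.53 (adjusted p 0.0398, and 0.111 without WTD replicate 3), with 12 of 20 called over all genes and 14 adjusted over the list alone. Of those 12 genes, 10 were higher and 2 lower. Proteasome subunits fell by 0.21 (adjusted p 0.0160, and 0.133 without LGD replicate 2; 1 and 0 of 32). Heat-shock chaperones (mean 0.09, adjusted p 0.650; 0 of 26 called, and 0 adjusted over the list alone) and phospholipid synthesis genes (mean 0.09, adjusted p 0.467; 12 of 24 called, and 12 adjusted over the list alone) were not shifted as sets. With replicates 1 and 2 summed, the called members over all genes fell to 1 for oxidative phosphorylation, 5 for drug response and 0 for ER chaperones. They fell to 1 for mitochondrial import, 0 for iron, 0 for proteasome and 1 for phospholipid synthesis. Summing moved the mean of the heat-shock chaperones to 0.61 (adjusted p 0.0693 by camera), as the strains differed in opposite directions within this list. Relative to the WTD mean, replicates 1 and 2 stood at -0.41 in LGD and 0.53 in WTD, and replicate 3 at 1.14 and -1.06. Of the 15 tests with an adjusted p under 0.05 over all 4 comparisons, 6 kept it under fry and 0 with a correlation estimated from the data. Oxidative phosphorylation, drug response and ER chaperones were the sets of this comparison that kept it under fry (adjusted p 0.00973, 0.00973 and 0.0183).

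The member of each list with the smallest p in this comparison was ATP20 (YPR020W, log2 fold change -1.10 ± 0.10, adjusted p 0.00101), PDR5, FPR2 (YDR519W, 0.81 ± 0.09, adjusted p 0.00186), CIS1, TIS11 (YLR136C, 1.91 ± 0.24, adjusted p 0.00241), RPN13 (YLR421C, -0.38 ± 0.09, adjusted p 0.0209), HSP10 (YOR020C, 0.62 ± 0.20, adjusted p 0.0510, not called) and INO1. Among phospholipid synthesis genes the largest change was in INO1 (YJL153C, chromosome X, 134332-135933), which encodes inositol-3-phosphate synthase, with 96.3 ± 26.04 against 22.3 ± 3.98 CPM (SD, n = 3) and a log2 fold change of 2.11 ± 0.22 (adjusted p 0.00145, 0.0483 with replicates 1 and 2 summed). INO2 (0.65 ± 0.11, adjusted p 0.00654), CHO2 (0.49 ± 0.12, adjusted p 0.0195), CDS1 (0.42 ± 0.10, adjusted p 0.0189), DGK1 (0.42 ± 0.08, adjusted p 0.0103), CPT1 (0.41 ± 0.11, adjusted p 0.0278), EPT1 (0.37 ± 0.08, adjusted p 0.0145) and HNM1 (0.36 ± 0.09, adjusted p 0.0208) were also called higher. ALE1 (-0.83 ± 0.15, adjusted p 0.00746), PIS1 (-0.42 ± 0.10, adjusted p 0.0167), PAH1 (-0.36 ± 0.11, adjusted p 0.0372) and PSD1 were called lower. With replicates 1 and 2 summed, INO1 alone of these phospholipid synthesis genes kept its call. The adjusted p of the others then ran from 0.0877 (INO2) to 0.293 (PAH1). FPR2, TIS11 and RPN13 also lost theirs (adjusted p 0.0771, 0.0584 and 0.242). Of the 31 genes named for LGD vs WTD, 10 lost their call in at least 1 fit that left out a library, with adjusted p from 0.0522 (DGK1, without LGD replicate 1) to 0.129 (PAH1, without LGD replicate 1), and none changed direction in those fits. These 10 were PSD1, RPN13, CDS1, HNM1, CHO2, EPT1, PAH1, CPT1, DGK1 and PIS1.

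Ethanolamine was added to ask whether another source of PE changed the mutant's transcripts. Between LGE and LGD, 14 of 6213 genes were called, 2 higher and 12 lower with ethanolamine. Counts ran from 0 (without LGD replicate 1) to 67 (without LGD replicate 3), and summing replicates 1 and 2 gave 0 (137 at an unadjusted p under 0.05, of 6314 tested). The named genes were TIR1 (YER011W, chromosome V, 175248-176012) with a log2 fold change of 1.68 ± 0.13 (adjusted p 0.0216), TIR4 (YOR009W, chromosome XV, 344335-345798) with 1.30 ± 0.14 (adjusted p 0.0413), ATG17 (YLR423C, chromosome XII, 971917-973170) with -2.25 ± 0.19 (adjusted p 0.0216) and YBL100W-B (chromosome II, 29935-35248) with -2.04 ± 0.16 (adjusted p 0.0216). Each was lost when replicate 1 or replicate 2 of either group was left out (adjusted p 0.122, TIR1 without LGD replicate 1, to 0.338, TIR4 without LGE replicate 2). TIR1 and TIR4 belong to a family of similar cell wall genes, and YBL100W-B is a Ty2 retrotransposon gene with near-identical copies elsewhere in the genome, so their counts are uncertain.

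With tergitol and lyso-PE the mutant differed more from plain medium by the number of calls. Between LGL and LGD, 822 of 6202 genes were called, 361 higher and 461 lower, and 333 changed at least 2-fold. Leaving out single libraries gave counts from 1 (without LGL replicate 1) to 2064 (without LGD replicate 3), and summing replicates 1 and 2 gave 0 (729 at an unadjusted p under 0.05, of 6290 tested). The largest rises were CYC7 (YEL039C, chromosome V, 79636-79977) with 3.06 ± 0.69 (adjusted p 0.0336) and UIP4 (YPL186C, chromosome XVI, 194512-195426) with 2.61 ± 0.59 (adjusted p 0.0339), which YPL185W overlaps on the opposite strand. The largest falls were YBR200W-A with -4.03 ± 0.45 (adjusted p 0.00845) and FIG1 (YBR040W, chromosome II, 316968-317864) with -2.54 ± 0.57 (adjusted p 0.0330). All 4 lost their call without LGL replicate 1, where the adjusted p was 0.107 for CYC7, 0.108 for UIP4, 0.0612 for YBR200W-A and 0.0989 for FIG1. The medium differs from plain YPD in the detergent as well as in the lipid, and no group had tergitol alone.

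Choline served as a supplement that does not lead to PE. Between LGC and LGD, 0 of 6198 genes were called, with 899 at an unadjusted p under 0.05, and leaving out single libraries gave counts from 0 (without LGD replicate 1) to 141 (without LGD replicate 3). Same-numbered libraries of these groups deviated together from their group means, and with the replicate number as a block edgeR called 1524 genes. The closeness of replicates 1 and 2 lowers the spread in that fit too. No simulation was made with the block, so how many of the 1524 the replicate structure could give is unknown. Summing replicates 1 and 2 gave 0 (127 at an unadjusted p under 0.05, of 6281 tested).

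The control strain was grown in the same media. Ethanolamine (WTE vs WTD) gave 1392 calls of 6170 genes, 715 higher and 677 lower (669 and 699 with DESeq2's size factors). Counts ran from 660 (without WTD replicate 1) to 2679 (without WTE replicate 3), with 291 when replicates 1 and 2 were summed. The named genes were YGR079W (2.19 ± 0.27, adjusted p 0.00137), RSA4 (YCR072C, chromosome III, 240805-242352) with 1.99 ± 0.15 (adjusted p 0.000223), STR3 (-3.46 ± 0.24, adjusted p 0.000214) and COX26 (-2.65 ± 0.21, adjusted p 0.000276), and the 4 kept an adjusted p under 0.05 with summing. Tergitol and lyso-PE (WTL vs WTD) gave 783 calls of 6147, 419 higher and 364 lower. Counts ran from 99 (without WTD replicate 2) to 1799 (without WTL replicate 3), and summing gave 0 (921 at an unadjusted p under 0.05, of 6259 tested). The balance of directions depended on scaling. Upper-quartile normalization gave 490 higher and 299 lower, and leaving out the 10 most abundant genes 374 higher and 421 lower. CHA1 (YCL064C) rose by 2.39 ± 0.13 (adjusted p 0.00161) and RSA4 by 2.04 ± 0.23 (adjusted p 0.00618), while FIG1 changed by -2.16 ± 0.30 (adjusted p 0.00836; adjusted p 0.0553 without WTD replicate 1) and ANB1 (YJR047C) by -2.05 ± 0.21 (adjusted p 0.00535). Choline (WTC vs WTD) gave 1173 calls of 6132, 618 higher and 555 lower, with counts from 402 (without WTD replicate 1) to 1891 (without WTC replicate 3), and 14 with summing. CTR3 (2.14 ± 0.22, adjusted p 0.00186), CHA1 (1.67 ± 0.14, adjusted p 0.00134), ANB1 (-2.18 ± 0.21, adjusted p 0.00183) and YER188W (chromosome V, 568040-568759) with -2.04 ± 0.11 (adjusted p 0.000317) were named, and the 4 kept an adjusted p under 0.05 with summing. These 3 comparisons share the WTD libraries, so that their fold changes are not independent of one another.

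The same 8 lists were tested in the supplemented mutant against LGD. They were not tested in the supplemented control strain, so a shift here may be shared by both strains. Relative to WTD, the phospholipid synthesis list stood at -0.20 ± 0.06 in WTE, -0.23 ± 0.01 in WTL and -0.19 ± 0.02 in WTC (mean ± SD, n = 3). With replicates 1 and 2 summed, 0 members of any list were called here. ER chaperones and unfolded protein response genes were lower with ethanolamine (mean -0.81, adjusted p 2.22e-19; of 18 members 1 called and 14 adjusted over the list alone; fry adjusted p 0.00973) and with lyso-PE (mean -0.82, adjusted p 1.07e-06; 6 called and 9 adjusted over the list alone; fry adjusted p 0.0382). With choline they were not shifted (mean 0.09, adjusted p 0.255; 0.0477 without LGD replicate 3). Relative to WTD the list stood at 0.73 ± 0.17 in LGD, -0.09 ± 0.07 in LGE, -0.09 ± 0.33 in LGL and 0.81 ± 0.09 in LGC (mean log2 CPM ± SD, n = 3). Oxidative phosphorylation genes were higher with lyso-PE (mean 0.64, adjusted p 4.06e-09; 14 called and 22 adjusted over the list alone; fry adjusted p 0.0742), and not shifted with ethanolamine (mean 0.04, adjusted p 0.820; 0.00611 without LGE replicate 3, with the list then higher than in LGD) or choline (mean 0.04, adjusted p 0.820; 0.0140 without LGC replicate 3). Drug response genes were not shifted by ethanolamine (mean 0.04, adjusted p 0.744), lyso-PE (mean -0.09, adjusted p 0.334) or choline (mean -0.16, adjusted p 0.111; 0.0351 without LGD replicate 3). Phospholipid synthesis genes were lower with ethanolamine (mean -0.23, adjusted p 0.00134; 0.0694 without LGD replicate 3) and lyso-PE (mean -0.45, adjusted p 0.00134; 10 called and 14 adjusted over the list alone; fry adjusted p 0.0235), with choline at mean -0.05, adjusted p 0.203 (0.00522 without LGC replicate 3).

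Heat-shock chaperones were higher with ethanolamine (mean 0.68, adjusted p 1.68e-05) and choline (mean 0.96, adjusted p 1.07e-06) by camera, with 0 members called in either and fry adjusted p of 0.520 and 0.391; with lyso-PE the shift was not called (mean 0.44, adjusted p 0.209; 0.00135 without LGD replicate 3). Within LGD this list ran from -0.41 in replicate 1 to 1.14 in replicate 3. In the control strain it stood at 0.94 ± 0.74 in WTE, 0.23 ± 1.20 in WTL and -0.47 ± 1.36 in WTC relative to WTD (mean ± SD, n = 3). Proteasome subunits were at mean 0.08, adjusted p 0.209 with ethanolamine (0.000129 without LGD replicate 3), mean 0.34, adjusted p 3.67e-05 with lyso-PE and mean 0.16, adjusted p 0.0350 with choline (0.929 without LGC replicate 3). Mitochondrial import genes were at mean 0.02, adjusted p 0.641 (0.00959 without LGE replicate 3), mean 0.05, adjusted p 0.416 (0.0240 without LGL replicate 3) and mean -0.09, adjusted p 0.0933 (0.00893 without LGD replicate 3), and the iron regulon at mean 0.08, adjusted p 0.447, mean -0.17, adjusted p 0.447 and mean -0.15, adjusted p 0.185 (0.0105 without LGD replicate 3), in the same order of media.

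**Figure D3:**
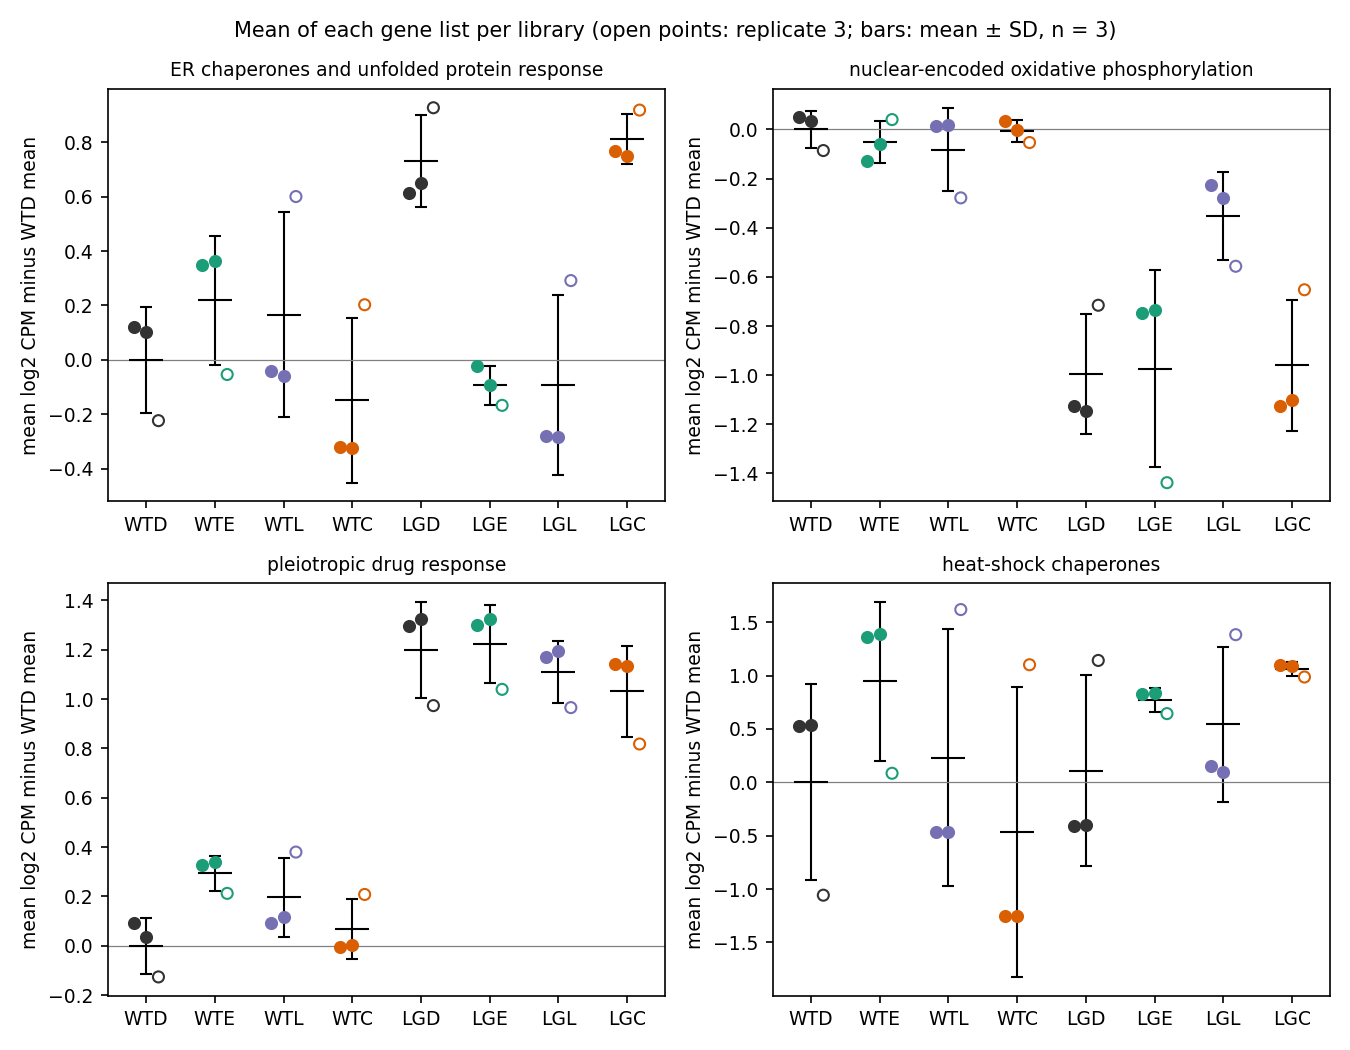
Mean log2 CPM of 4 gene lists in each of 24 libraries relative to the WTD mean (vertical axes, log2), by group; bars are mean ± SD (n = 3) and open points are replicate 3. ER chaperones stand at 0.73 in LGD and 0.81 in LGC against -0.09 in both LGE and LGL, drug response genes at 1.03 or higher in each of the 4 mutant groups.

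The strains were also compared within each supplemented medium. In ethanolamine (LGE vs WTE) 52 of 6220 genes were called, 39 higher and 13 lower, with counts from 3 (without WTE replicate 2) to 835 (without LGE replicate 3) and 1 with replicates 1 and 2 summed. Upper-quartile normalization gave 103 calls, 65 higher and 38 lower. DAN1 (YJR150C, chromosome X, 708811-709707) rose by 4.98 ± 0.27 (adjusted p 0.00117), PDR5 by 3.33 ± 0.25 (adjusted p 0.00396; 3176 ± 673 against 317 ± 16.2 CPM; adjusted p 0.0685 without WTE replicate 1). Falls were seen in YGL188C (chromosome VII, 149343-149516) with -1.70 ± 0.15 (adjusted p 0.00760) and INH1 (YDL181W) with -1.47 ± 0.22 (adjusted p 0.0408). Without WTE replicate 1 the adjusted p was 0.0685 for YGL188C and 0.231 for INH1, which were not called there. In lyso-PE (LGL vs WTL) 94 of 6169 were called, 73 higher and 21 lower, with counts from 0 (without WTL replicate 1) to 1098 (without LGL replicate 3), and 0 (452 at an unadjusted p under 0.05, of 6285 tested) with summing. Upper-quartile normalization moved the median of all genes by -0.11 (log2) and gave 140 calls, 68 higher and 72 lower, and DESeq2's size factors gave 38. With the replicate number as a block, edgeR called 1242, a count that no simulation was made to judge. DAN1 (4.66 ± 0.51, adjusted p 0.0253), YBR116C (4.41 ± 0.64, adjusted p 0.0422, on chromosome II and overlapped by TKL2), ALD6 (YPL061W, -1.88 ± 0.30, adjusted p 0.0452) and NCE103 (YNL036W, -1.54 ± 0.23, adjusted p 0.0448) were named, and all 4 lost their call without WTL replicate 2 (adjusted p 0.196 for each). In choline (LGC vs WTC) 1027 of 6175 were called, 599 higher and 428 lower, with counts from 171 (without WTC replicate 2) to 2248 (without LGC replicate 3), and 0 (935 at an unadjusted p under 0.05, of 6248 tested) with summing. CIS1 rose by 3.78 ± 0.47 (adjusted p 0.00551) and SIP18 (YMR175W) by 3.76 ± 0.61 (adjusted p 0.0112; adjusted p 0.0686 without WTC replicate 2). In the other direction, ARG1 (YOL058W, -2.88 ± 0.30, adjusted p 0.00361) and ARG56 (YER069W, -2.41 ± 0.21, adjusted p 0.00242, with YER068C-A overlapping on the opposite strand) fell.

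Whether a supplement acted differently in the 2 strains was tested as the interaction of strain and medium. It was called for 333 of 6281 genes with ethanolamine, 1582 of 6268 with lyso-PE and 54 of 6254 with choline. Counts ran from 150 (without LGD replicate 1) to 1493 (without LGE replicate 3), from 944 (without LGD replicate 2) to 2207 (without LGD replicate 3) and from 4 (without WTC replicate 2) to 1472 (without LGD replicate 3) when single libraries were left out. Summing replicates 1 and 2 left 2, 0 (1130 at an unadjusted p under 0.05, of 6351 tested) and 0 (380 at an unadjusted p under 0.05, of 6318 tested), respectively. The smallest p-values were those of TIR1 (3.67 ± 0.21, adjusted p 7.17e-06) and STR3 (4.10 ± 0.32, adjusted p 0.000125) for ethanolamine, which kept an adjusted p under 0.05 with summing. For lyso-PE they were those of DUO1 (YGL061C, -2.08 ± 0.19, adjusted p 0.000443) and YPL088W (-1.48 ± 0.13, adjusted p 0.000443), and for choline those of NCE103 (1.87 ± 0.18, adjusted p 0.00181) and CHA1 (-1.98 ± 0.20, adjusted p 0.00181), and these 4 did not keep it.

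The strain difference of plain medium was compared with that in each supplemented medium, which shares no library with it. Of the 2270 genes called in LGD vs WTD, 36 were called in the same direction in ethanolamine, 45 in lyso-PE and 620 in choline, and 75.9%, 45.7% and 83.2% of those testable had the same sign. Without LGE replicate 3, LGL replicate 3 and LGC replicate 3 the counts were 351, 266 and 1304, and without WTE replicate 2, LGL replicate 1 and WTC replicate 2 they were 2, 0 and 146. In 15 simulations per medium with the plain-medium difference put unchanged into both media, the median count was 1214, 1336 and 1504 with independent libraries, and 1112, 1122 and 1135 when replicates 1 and 2 shared a deviation. The share with the same sign was then never under 78.7%, 78.2% and 78.7% (lowest of 15). The difference put in was the fitted one, which already holds the deviations of the LGD and WTD libraries. This raises the simulated likeness between media, so lower observed values do not exclude an unchanged difference. Interaction calls opposite to the plain-medium difference numbered 298, 1200 and 36 (1110, 2032 and 1207 without LGE, LGD and LGD replicate 3). With the shared deviation the simulated medians were 1, 1 and 10 and the highest values 1390, 1361 and 1402. Interaction calls in the same direction numbered 2, 4 and 2. The interaction subtracts the difference of the same LGD and WTD libraries, which favours opposite signs. Their direction therefore does not show that a supplement reversed the strain difference. Simulations with a shared deviation but no strain difference gave at most 32, 32 and 38 same-direction calls, against 36, 45 and 620 observed. When single libraries were left out, only choline stayed above that maximum (lowest counts 2, 0 and 146). For choline this argues against the absence of a strain difference common to both media. Same-numbered LGC and LGD libraries deviated together, however, and the simulated deviations were drawn for each group.

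Across genes, the slope of the strain difference on that in plain medium was 0.30 ± 0.19 in ethanolamine, -0.02 ± 0.13 in lyso-PE and 0.44 ± 0.27 in choline (± jackknife SE over 12 libraries). The jackknife treats the 12 libraries as independent. As replicates 1 and 2 nearly coincide, jackknife SEs here may misstate the spread between cultures. Simulations with an unchanged difference and a shared deviation, the same 15 sets of deviations in each medium, gave slopes from 0.36 to 1.19, 0.36 to 1.19 and 0.37 to 1.19. Without any strain difference they gave -0.68 to 0.44, -0.66 to 0.45 and -0.71 to 0.44 (lowest and highest of 15). The slopes of ethanolamine and lyso-PE lay inside these ranges and that of choline at the upper edge (0.443 against 0.438). Leaving out single libraries moved the slopes over 0.14 (without LGE replicate 3) to 0.37 (without LGE replicate 2) in ethanolamine, -0.07 (without LGL replicate 3) to 0.07 (without WTL replicate 3) in lyso-PE and 0.28 (without LGD replicate 3) to 0.61 (without LGC replicate 3) in choline. The slopes of ethanolamine and choline thus lay inside or below the range simulated with an unchanged difference, depending on the library left out, while that of lyso-PE stayed below it. The difference put in held the deviations of the LGD and WTD libraries, which raises the simulated slopes. A slope below the range therefore does not exclude an unchanged difference. The responses of the strains to the same supplement correlated across genes with Pearson r = -0.07, -0.34 and -0.25 and Spearman rho = -0.04, -0.26 and -0.22 for ethanolamine, lyso-PE and choline (jackknife SE of r 0.35, 0.14 and 0.42). Simulations with the control strain's response put into both strains, an unchanged strain difference and a shared deviation gave r from 0.24 to 0.76, 0.02 to 0.75 and -0.10 to 0.71, above the observed values. The response put in was likewise the fitted one with its deviations, so lower observed values do not exclude a response common to both strains. Leaving out LGE replicate 3 and LGC replicate 3 moved r to -0.34 for ethanolamine and 0.05 for choline, the latter inside its simulated range. Genes are not independent replicates, and no p-value was computed.

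**Figure D4:**
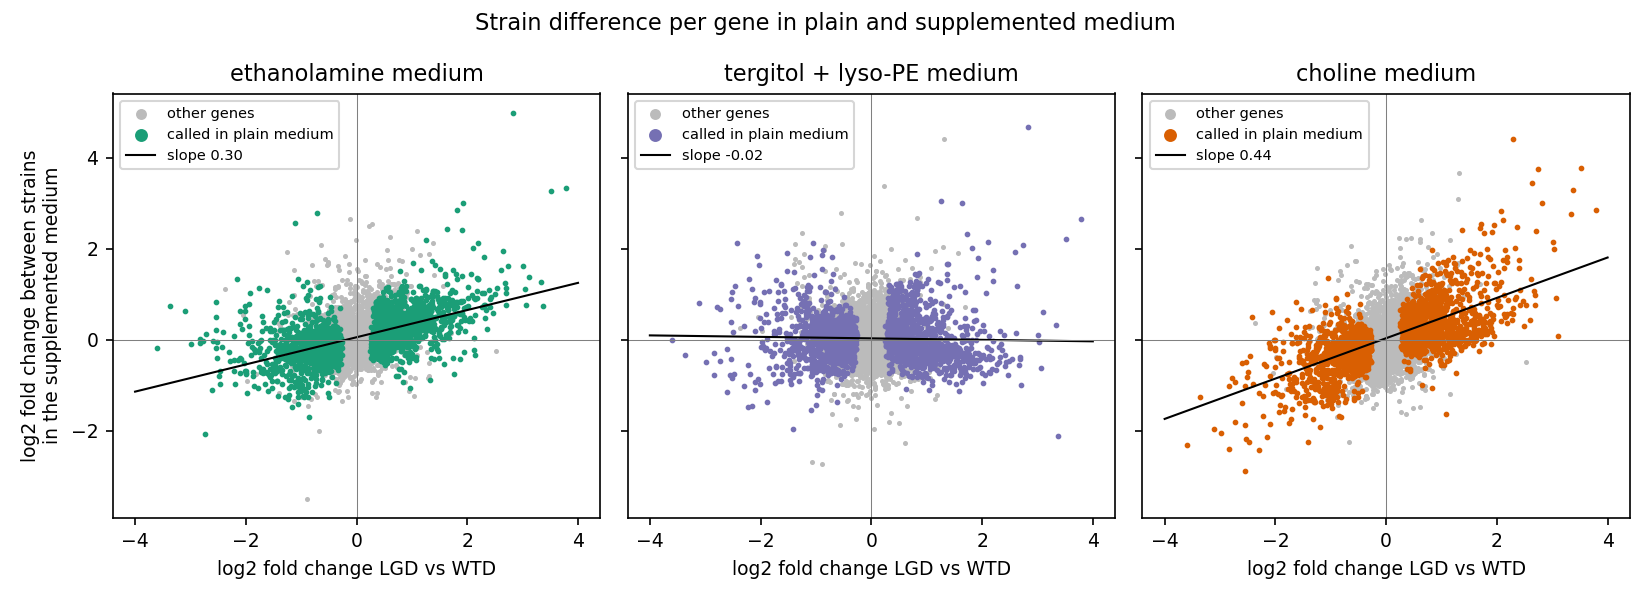
Log2 fold change between the strains in ethanolamine, tergitol plus lyso-PE or choline medium (vertical axes) against that in plain medium (horizontal axes), 1 point per gene; coloured points are the genes called in plain medium and the black line is the fitted slope. The slopes are 0.30, -0.02 and 0.44.

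The authors' deposited table for LGD vs WTD gave 2627 genes an adjusted p under 0.05, 1358 higher and 1269 lower, which include all 2270 called here. In the authors' deposited tables of the other 6 comparisons the counts were 165 for LGE vs LGD, 1543 for LGL vs LGD, 306 for LGC vs LGD, 1694 for WTE vs WTD, 1253 for WTL vs WTD and 1494 for WTC vs WTD. Fold changes of the authors' deposited tables correlated across genes with those computed here at r from 0.937 to 0.994.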

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

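The tests in this part were chosen or written down after the results they bear on had been seen.

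The response to lyso-PE medium differed between the strains for 1582 genes in the test of the interaction itself. The strain labels were permuted within each medium, and 1 of 100 groupings, the real one, gave as many. The highest other count, 1313, came from exchanging the strains in lyso-PE medium alone, which tests the average strain difference. These groupings are a weaker test than their number, since 6 of the 100 kept replicates 1 and 2 together, and those that part the pair mostly gave no calls. Other scalings left at least 1579 calls, and 1615 were called among genes with at least 10 counts in every library, which argues against scaling or low counts as the whole source. Closeness of replicates 1 and 2 stays open. Of 40 simulations without any interaction, in which replicates 1 and 2 shared a deviation, 3 gave as many calls, and their highest count was 1876, so chance differences between cultures may account for the number. A difference in how the strains respond, which the design was made to show, stays open too, as does a part played by the detergent.

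For ethanolamine the interaction was called for 333 genes. Among 100 groupings, 5 gave as many, up to 1922 where the strains were exchanged in ethanolamine alone. Each of these left the strains as they were in plain medium, where 2270 genes were called between them, so these groupings may not be free of real differences. Other scalings left at least 330 calls and genes with at least 10 counts in every library 343. In 11 of 40 simulations with a shared deviation and no interaction there were as many calls, so the count by itself may come from the replicate structure. TIR1 and STR3 also passed the threshold with replicates 1 and 2 summed, but 4 of the 40 simulations, summed in the same way, had as many calls.

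For choline the interaction was called for 54 genes. As many were reached by 4 of 100 groupings, up to 2757 with the strains exchanged in choline alone. All of these left the strains as they were in plain medium. In 16 of 40 simulations without an interaction and with a deviation shared by replicates 1 and 2 there were as many calls. Other scalings gave at least 57 calls, and genes with at least 10 counts in every library 69. Scaling and low counts are thus argued against as the source, while deviations shared by replicates 1 and 2 may suffice for this number.

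The pairwise counts were set against the same kind of simulation. A single set of simulations, with the mean counts of LGD and WTD and the deviations of all 8 groups, served for every pairwise comparison, and a set for lyso-PE served for the 3 interactions. The spread estimated by edgeR differed between pairwise comparisons, from 14.4% in WTC vs WTD to 26.2% in LGE vs LGD, so these shares are approximate. Without any difference between groups, 100 simulations gave 1 as the median number of calls and a highest count of 2609, with calls in 56 of them; with replicates 1 and 2 summed, 12 had calls, up to 1492. As many calls as observed occurred in 1 simulation for LGD vs WTD, 6 for WTE vs WTD, 10 for WTC vs WTD, 11 for LGC vs WTC, 12 for LGL vs LGD, 12 for WTL vs WTD, 29 for LGL vs WTL, 32 for LGE vs WTE and 42 for LGE vs LGD. The count of LGD vs WTD with replicates 1 and 2 summed, 96, was reached by 5 of 100 simulations treated in the same way, that of WTE vs WTD by 4, that of WTC vs WTD by 6 and that of LGE vs WTE by 12. Taking both counts together, deviations shared by replicates 1 and 2 may suffice for the number of calls in each of these comparisons taken singly. They did so least readily in LGD vs WTD and WTE vs WTD. For same-direction calls common to LGD vs WTD and LGC vs WTC, 15 simulations without a strain difference gave at most 38, against 620 observed.

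Other splits of the 6 libraries into 3 and 3 can give no share under 0.1. In LGD vs WTD, LGL vs LGD, WTE vs WTD, WTL vs WTD, WTC vs WTD, LGE vs WTE, LGL vs WTL and LGC vs WTC, 1 of 10 splits, the real one, gave as many genes. Splits that part replicates 1 and 2 gave at most 1 call in any comparison, so that the real split has in effect only 1 other to stand against, the exchange of the third replicates. In LGC vs LGD all 10 splits gave 0 genes, so that the comparison cannot be judged in this way. In WTE vs WTD, LGL vs WTL and LGC vs WTC, whose same-numbered libraries deviated together, the real split was likewise the only one of the 4 splits parting every number to do so. In LGE vs LGD, 2 of 10 did, since exchanging replicate 3 of LGE with replicate 3 of LGD gave 1233 calls against 14. An exchange of those libraries is a candidate explanation that stays open. Against it, the ER chaperone list was 1.09 (log2) higher in LGD replicate 3 than in LGE replicate 3, as in replicates 1 and 2 of these groups, and the phospholipid list also lay closer as labelled. For it, the oxidative phosphorylation list was at -1.14 in replicates 1 and 2 of LGD and -1.44 in LGE replicate 3, against -0.74 and -0.72 in replicates 1 and 2 of LGE and LGD replicate 3. The proteasome list, at -0.34 and -0.42 against 0.02 and 0.13, and the heat-shock list lay closer if exchanged as well. The results of LGE vs LGD depend on the labels of these libraries.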

How the results depend on the processing

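The counts of called genes moved by less than 1.5 times in every comparison with no filter, with at least 10 counts in every library and without the 10 most abundant genes, and for LGD vs WTD with the genes absent from its table. DESeq2's size factors moved only LGL vs WTL, to 38, and upper-quartile normalization only LGE vs WTE, to 103. Summing replicates 1 and 2, chosen after seeing the data, lowered the counts to 96 for LGD vs WTD, 0 for LGE vs LGD, 0 for LGL vs LGD, 291 for WTE vs WTD and 0 for WTL vs WTD. Further counts were 14 for WTC vs WTD, 1 for LGE vs WTE, 0 for LGL vs WTL, 0 for LGC vs WTC and 2 for interaction E. Further counts were 0 for interaction L and 0 for interaction C. At an unadjusted p under 0.05 there were 137 for LGE vs LGD, 729 for LGL vs LGD, 921 for WTL vs WTD, 452 for LGL vs WTL, 935 for LGC vs WTC, 1130 for interaction L and 380 for interaction C, where a share of 0.05 of the genes tested would be 312 (LGC vs WTC) to 318 (interaction L). Fewer libraries and a larger spread both follow from the summing. LGC vs LGD stayed at 0, with 127 at an unadjusted p under 0.05.

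DESeq2's Wald test gave 164 for LGE vs LGD, 1538 for LGL vs LGD, 305 for LGC vs LGD, 1246 for WTL vs WTD and 482 for LGE vs WTE. Further counts were 790 for LGL vs WTL, 1663 for LGC vs WTC, 651 for interaction E and 687 for interaction C. The fit of all 24 libraries gave 224 for LGE vs LGD, 1679 for LGL vs LGD, 43 for LGC vs LGD, 480 for WTE vs WTD and 183 for WTL vs WTD. Further counts were 84 for WTC vs WTD, 529 for LGE vs WTE and 657 for LGL vs WTL. The cause was not tested. A stricter adjusted p of 0.01 left 896 for LGD vs WTD, 0 for LGE vs LGD, 33 for LGL vs LGD, 554 for WTE vs WTD and 146 for WTL vs WTD. Further counts were 348 for WTC vs WTD, 5 for LGE vs WTE, 0 for LGL vs WTL, 255 for LGC vs WTC and 82 for interaction E. Further counts were 599 for interaction L and 5 for interaction C. Asking for a 2-fold change left 660 for LGD vs WTD, 333 for LGL vs LGD, 210 for WTE vs WTD, 136 for WTL vs WTD and 133 for WTC vs WTD. Further counts were 51 for LGL vs WTL, 310 for LGC vs WTC, 199 for interaction E, 872 for interaction L and 33 for interaction C, as fewer genes can pass.

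With the replicate number as a block, the counts were 1275 for LGD vs WTD, 0 for LGE vs LGD, 0 for LGL vs LGD, 1524 for LGC vs LGD and 1 for WTL vs WTD. Further counts were 58 for WTC vs WTD, 7 for LGE vs WTE, 1242 for LGL vs WTL, 191 for interaction E and 430 for interaction C. Of the 32 list tests the block changed the call of 1, heat-shock chaperones in LGL vs LGD (adjusted p 0.209 without and 0.00247 with it). The correlations of same-numbered deviations were negative in LGD vs WTD, and numbers there pair nothing, so that fewer calls under the block do not speak of a weaker effect.

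Fits that each left out 1 library gave, as lowest and highest count, 1086 to 3596 for LGD vs WTD, 0 to 67 for LGE vs LGD, 1 to 2064 for LGL vs LGD, 0 to 141 for LGC vs LGD and 660 to 2679 for WTE vs WTD. Further counts were 99 to 1799 for WTL vs WTD, 402 to 1891 for WTC vs WTD, 3 to 835 for LGE vs WTE, 0 to 1098 for LGL vs WTL and 171 to 2248 for LGC vs WTC. Further counts were 150 to 1493 for interaction E, 944 to 2207 for interaction L and 4 to 1472 for interaction C. The highest came without a replicate 3 and the lowest without a replicate 1 or 2 in all 13. Calls in the same direction in plain and supplemented medium ranged over 2 to 351 in ethanolamine, 0 to 266 in lyso-PE and 146 to 1304 in choline, and opposite interaction calls, in the same order, over 132 to 1110, 571 to 2032, 3 to 1207. With an adjusted p under 0.01 the former were 3, 0 and 170 and the latter 67, 356 and 3. With replicates 1 and 2 summed the former were 0, 0 and 0 and the latter 1, 0 and 0. DESeq2's size factors gave 19 same-direction calls in lyso-PE. The slopes and correlations across genes moved by less than their jackknife SE under DESeq2's size factors and among genes with a mean of at least 50 counts.

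Of the list tests, fry lost 0.520 for proteasome in LGD vs WTD, heat-shock chaperones in LGE vs LGD, 0.0742 for mitochondrial import in LGD vs WTD, phospholipid synthesis in LGE vs LGD, oxidative phosphorylation in LGL vs LGD, 0.164 for iron regulon in LGD vs WTD, 0.320 for proteasome in LGL vs LGD. Others were 0.710 for proteasome in LGC vs LGD, 0.391 for heat-shock chaperones in LGC vs LGD (adjusted p). Camera with an estimated correlation lost all 15, with adjusted p of 0.698 for ER chaperones and oxidative phosphorylation and drug response in LGD vs WTD, phospholipid synthesis in LGE vs LGD, phospholipid synthesis and ER chaperones in LGL vs LGD, 0.926 for proteasome and iron regulon in LGD vs WTD, proteasome in LGL vs LGD, proteasome in LGC vs LGD, 0.874 for mitochondrial import in LGD vs WTD, heat-shock chaperones in LGE vs LGD, heat-shock chaperones in LGC vs LGD, 0.243 for ER chaperones in LGE vs LGD. Others were 0.798 for oxidative phosphorylation in LGL vs LGD. Under the other alternatives the 8 lists of LGD vs WTD kept their side of the threshold, except that with replicates 1 and 2 summed the proteasome list was lost (0.204); summing also brought oxidative phosphorylation in LGE vs LGD under the threshold, below the other genes (0.0125).

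Leaving out single libraries moved these lists across the threshold, with lowest and highest adjusted p of 2.82e-06 to 0.133 for proteasome in LGD vs WTD, 0.00738 to 0.111 for iron regulon in LGD vs WTD, 0.000206 to 0.0694 for phospholipid synthesis in LGE vs LGD and 0.000129 to 0.998 for proteasome in LGE vs LGD. Further ranges were 0.00611 to 0.362 for oxidative phosphorylation in LGE vs LGD, 0.00959 to 0.718 for mitochondrial import in LGE vs LGD, 0.00135 to 0.760 for heat-shock chaperones in LGL vs LGD and 0.0240 to 0.974 for mitochondrial import in LGL vs LGD. Further ranges were 0.00522 to 0.653 for phospholipid synthesis in LGC vs LGD, 0.0477 to 0.768 for ER chaperones in LGC vs LGD, 0.000116 to 0.929 for proteasome in LGC vs LGD and 0.0140 to 0.479 for oxidative phosphorylation in LGC vs LGD. Further ranges were 0.00893 to 0.305 for mitochondrial import in LGC vs LGD, 0.0351 to 0.472 for drug response in LGC vs LGD and 0.0105 to 0.494 for iron regulon in LGC vs LGD. Oxidative phosphorylation in LGE vs LGD, which camera placed slightly below the other genes with all libraries, was above them without LGE replicate 3 (0.00611).

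Of 69 named gene results, none changed direction under any alternative. The call was lost with replicates 1 and 2 summed by 45, under the block by 23, in at least 1 fit leaving out a library by 27, in the fit of all 24 libraries by 5, at 0.01 by 23 and with a 2-fold change by 13. TRP1 gained a call under DESeq2's test, and HSP10 under that test, upper-quartile normalization and the fit of all 24 libraries. Without LGD replicate 3 both gained one. The alternatives planned for normalized values were not run, as the tables hold counts. With 16044470 counts or more per library, requiring at least 10 counts in every library changed no count of calls by 1.5 times.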

Other observations

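The tests in this part were chosen after the patterns had been seen, and the amino-acid gene list was written after HIS3, LEU2, ARG1 and ARG56 had been seen.

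Replicates 1 and 2 were the closest pair in 8 of 8 groups, which random numbering would give with a probability of 0.000152. Reads of a single library divided over both numbers are argued against by the chi-square per gene, at least 2.65 where sampling alone gives about 1, but separate libraries from one culture are not. A shift common to replicate 3 in all groups is argued against as well, since the deviations of replicate 3 correlated positively in 10 of 28 pairs of groups. A candidate explanation is that replicates 1 and 2 of a group were grown or harvested together and replicate 3 apart from them; the labels do not say, and no biological explanation was tested. The heat-shock chaperone list shows the pattern. Replicates 1 and 2 of a group differed by at most 0.0555 (log2) in its mean, while replicate 3 differed from them by 2.35 in WTC, 2.08 in WTL, 1.55 in LGD, 1.26 in LGL, -1.59 in WTD, -1.29 in WTE, -0.19 in LGE and -0.11 in LGC.

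ER chaperones and unfolded protein response genes were raised in the mutant in plain medium and lower with ethanolamine or lyso-PE, comparisons that share the LGD libraries. A chance deviation of those libraries is argued against by choline medium, which shares no library with plain medium and where the mutant was 0.960 (log2) above the control, the lowest of 3 mutant libraries at 0.75 and the highest control at 0.20. Same-numbered LGC and LGD libraries deviated together, so handling shared by those groups stays open. Within groups the ER list moved with the heat-shock list, with a slope of 0.27 ± 0.03 (SE) over 16 values with replicates 1 and 2 averaged. With that trend removed, LGD stood 0.67 ± 0.10 above WTD, 0.99 ± 0.10 above LGE and 0.88 ± 0.10 above LGL (estimate ± SE), the smallest being 0.667, which argues against the heat-shock state as the whole source. Before its removal the differences were 0.84, 0.89 and 0.78, each ± 0.30. The LGD and LGC values were the 4 highest of 16, which restates the observation, as these groups were singled out because the list was high there. The margin was small, since the lowest LGD library stood at 0.61 and the highest control library, in WTL, at 0.60. Relief by supplements that lead to PE, and not by choline, stays open as an explanation. In the same model LGD stood 0.12 ± 0.10 above LGC, and LGC 0.87 ± 0.10 above LGE and 0.76 ± 0.10 above LGL. These groups were chosen after the list was seen, and for lyso-PE the detergent was not separated from the lipid. The drug response list stayed at 1.22 ± 0.16 in LGE and 1.11 ± 0.13 in LGL relative to WTD (mean ± SD, n = 3), close to 1.20 ± 0.20 in LGD. The control strain in the same media stood at 0.29 ± 0.07 in WTE and 0.20 ± 0.16 in WTL. The lowest mutant library for this list, in LGC, stood at 0.82 and the highest control library, in WTL, at 0.38.

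HIS3 and LEU2 were lower in LGD than in WTD. A fixed difference in gene copies between the strains stays open. The strain difference of LEU2 depended on the medium with 3 libraries per group (interaction with lyso-PE 1.70 on the log2 scale, adjusted p 0.00579 in edgeR's test), but with replicates 1 and 2 summed the interaction was 1.77 ± 0.50 (SE) with an adjusted p of 0.166. For HIS3 the interaction with ethanolamine was 0.97 (adjusted p 0.0277), and with summing 0.94 (adjusted p 0.560). A candidate explanation is a lower level of amino-acid biosynthesis genes in general: 17 of 17 such genes in a list, from which the genes that prompted it were left out, had a lower fitted level in LGD than in WTD, with a median log2 fold change of -1.10 and 14 called. The median was -1.12 in choline (17 lower, 12 called), -0.60 in lyso-PE (16 lower, 3 called) and -0.09 in ethanolamine (12 lower, 0 called). DESeq2's size factors, upper-quartile normalization and summing replicates 1 and 2 left each of these medians below 0. In the same order of media HIS3 itself changed by -1.23, -0.87 and -0.50, and LEU2 by -0.92, 0.31 and -0.44. In lyso-PE LEU2 thus did not go with the list's median, though its change was not called (adjusted p 0.529 in edgeR's test). The interaction with ethanolamine had a median of 0.93 over the list, with 8 of 17 called. With lyso-PE the median was 0.53, with 7 called, and with choline -0.0002, with 0 called. Members of such a list change together, so their number is not a number of independent tests, and a difference in growth state between cultures stays open.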
